A study of Mus musculus with 8 samples. Its data were reported in "Estrogen signaling in arcuate Kiss1 neurons suppresses a sex-dependent female circuit promoting dense strong bones" (2019).

How the data were processed

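RNA from flushed whole bone marrow of 8 female mice was profiled by sequencing. Groups were taken from the genotype label of each sample. The 4 control animals carried floxed alleles of Esr1, the gene for estrogen receptor alpha. The 4 mutant animals carried the same floxed alleles and the Nkx2-1Cre transgene, which drives Cre recombinase in the developing medial basal hypothalamus. The labels give animal numbers but no replicate numbers, so libraries were numbered within each genotype in accession order, and no number pairs a control with a mutant animal. No paired fit was made.

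Per the labels and the methods of the study, the authors amplified cDNA from total RNA with a NuGEN Ovation kit, sequenced it on an Illumina HiSeq instrument, mapped reads with TopHat2 and counted reads in annotated exons with HTSeq. Versions, annotation and strand setting were not stated. The deposited count files hold raw whole-number counts per gene, 1 file per library, for 27178 Entrez gene numbers. The authors also deposited a table of normalized signal per gene and library. Dividing each raw count by its value in that table gave a single constant per library, equal to the median-of-ratios size factor that DESeq2 computes from the counts. Multiplying the deposited signal by that factor returned whole reads for 100% of values, all equal to the raw counts. The table therefore adds no independent measurement. The methods of the study name the genome by a build number and a browser name that belong to different builds, and the genome supplied for this work is an older build, so no coordinates are given.

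Symbols were matched through a RefSeq gene table of assembly GRCm38.p6, which named 25274 of the 27178 identifiers. The other 1904 identifiers stayed in the tests and library sizes under their numbers. They held 1.11% to 15.6% of the counts of a library. The gene table was otherwise used only for which genes neighbor each other. Transcript length and GC content came from protein-coding transcripts matched by symbol and were known for 12027 of the 13168 genes tested (91.3%).

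Genotypes were compared with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with robust dispersion estimates and TMM scaling factors. Genes were kept by filterByExpr, with a minimum count of 10 and a minimum total of 15, which left 13168 genes. P-values were adjusted by Benjamini-Hochberg and called at 0.05. The standard error (SE) of a log2 fold change was its absolute value divided by the square root of F. Normalized counts are given as CPM on TMM-scaled library sizes, where CPM is a count divided by the library size and multiplied by 1e+06. The methods of the study name DESeq2 as its test. DESeq2 1.42.0 with default settings was therefore an alternative, and its counts are printed beside those of edgeR. An early exploratory fit with the older quasi-likelihood dispersion of edgeR was seen before the fit reported here was run. Both are reported.

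The named genes were Esr1, Nkx2-1, the 24 transcripts that the study names, and in each direction the 10 genes with the smallest adjusted p below 0.05 whose 4 mutant libraries did not overlap the 4 control libraries, or all of them where there were fewer. Part of these 24, the 7 interferon transcripts among them, were named for their change in these same libraries. Gene lists were written from general knowledge and from the study. Its results on these libraries had been read by then, so the lists are not independent of them. Of these, 19 with at least 4 genes past the filter were tested with camera at a preset correlation of 0.01 in limma 3.58.1. The transcripts that the study names outside its interferon, osteoblast and osteoclast groups were not tested as a list, though 7 passed the filter. The tests fry and camera with an estimated correlation were alternatives. The skeletal muscle list had too few genes past the filter to be tested on all 8 libraries, and was tested as a 20th list only in the 8 fits that left out a library. The result of 1 further list is not reported here. This design, the groups, the gene lists and most alternatives were fixed before the data were examined. A second list for plasmacytoid dendritic cells was written later, after Runx2 and Siglech had been seen and before the values of its own genes were looked at. A list of estrogen-responsive transcripts was written after Greb1 had been seen and before the values of its other genes were looked at.

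The alternatives fixed in advance covered DESeq2, limma-voom with quality weights, the older dispersion, non-robust estimates, other scaling factors, other filters, removal of predicted genes, removal of the dominant transcripts, a term for the animal number series, limma on log2(signal + 1) of the deposited table, a threshold of 0.1, and leaving out each library in turn. Added after seeing the data were the animals of the 18xx number series alone, offsets that remove trends on transcript length and GC, DESeq2 on the recovered reads, a term for the mitochondrial mRNA share, and fry with the length and GC offsets. Single measures were compared by exact two-sided permutation tests of the difference in means in Python 3.11.15 with SciPy 1.17.1, NumPy 2.4.6 and pandas 2.3.3. Plots were drawn with matplotlib 3.10.9. With 4 animals against 4 the smallest such p is 0.0286. All 35 ways to part the 8 libraries into groups of 4 were refitted, and refitted again with the mitochondrial mRNA share as a term, which was chosen after seeing the data, as was a fit on that share alone.

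Libraries held 14.96 to 36.2 M counts, where M stands for counts divided by 1e+06. A gene with 3 counts corresponded to 0.0828 to 0.201 CPM of all counts, which was taken as the floor. Wilson intervals at 95% and floors cover counting error only, because amplified reads without molecular identifiers are not independent molecules. No pair of libraries agreed within sampling noise. The lowest chi-square per degree of freedom over pairs was 41.4, so all 8 libraries were counted as separate samples.

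The tests were checked on simulated counts for 13168 genes, drawn from the mean levels and library sizes of the data, with 200 genes changed by 2.0 on the log2 scale, in 5 simulations. edgeR recovered 82.9% of the changed genes, and 6.21% of its calls were false on average. DESeq2 recovered 83.3%, and 13.2% of its calls were false. In 5 simulations with no change, edgeR made 0 calls and DESeq2 made 8. A changed list was found in 5 of 5 simulations by camera and by fry. An unchanged list was called in 0 simulations by camera and in 1 by fry. Simulated genes varied independently, so this check does not cover genes that vary together.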

Results

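Whole bone marrow was profiled by RNA sequencing in 4 control Esr1 floxed females and 4 mutant females that also carried Nkx2-1Cre. Series information gives an age of 4 weeks. The study deleted estrogen receptor alpha in the medial basal hypothalamus and examined the skeleton, and the marrow libraries ask which transcripts differ in the tissue next to bone. Total counts ranged from 14.96 to 36.2 M per library. Controls averaged 21.0 ± 10.2 M (SD, n = 4) and mutants 22.3 ± 7.11 M (SD, n = 4), with no difference in an exact permutation test (p = 0.857).

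Mitochondrial ribosomal RNA took a variable part of every library. Its share was 25.6 ± 12.3% in controls and 35.5 ± 23.7% in mutants (SD, n = 4 each, exact permutation p = 0.543). In mutant 3 it reached 70.2% (95% Wilson interval 70.18 to 70.22%), of which mt-Rnr2 alone made up 60.0% of all counts. Outside mitochondrial ribosomal RNA the libraries held 9.06 to 21.3 M counts, with the lowest value in mutant 3. Mitochondrial mRNA made up 4.64 ± 1.90% of these remaining counts in controls and 10.6 ± 5.07% in mutants (SD, n = 4 each). That difference did not pass an exact permutation test (p = 0.0857). The number of genes with at least 1 count was 16680 ± 110 in controls and 16060 ± 589 in mutants (SD, n = 4 each, exact permutation p = 0.0571). The libraries therefore differed in usable depth and composition in ways that overlap in part with genotype.

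**Figure D1:**
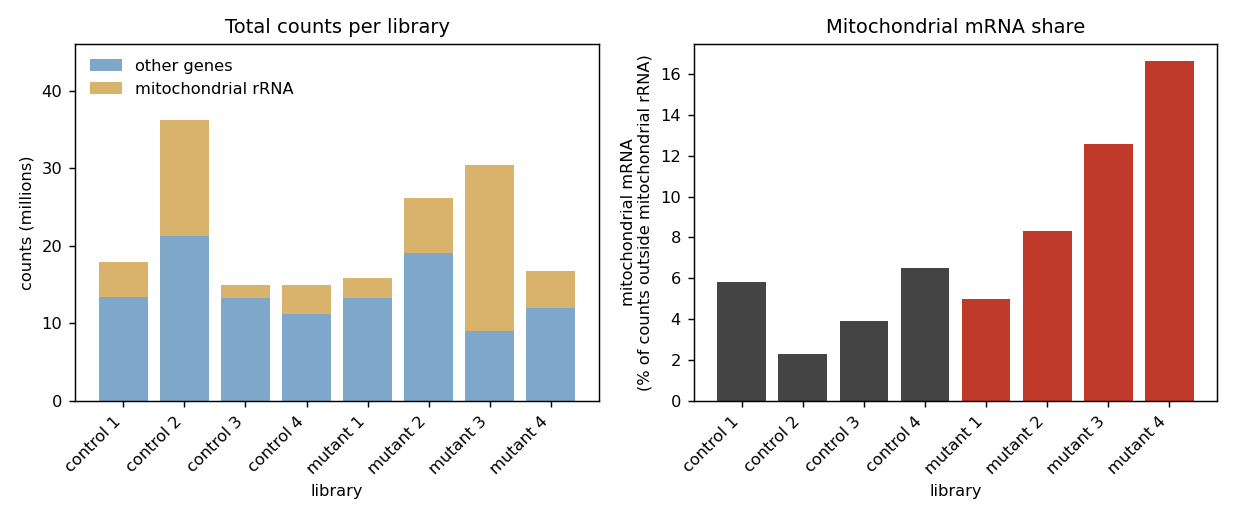
Left, total counts per library in M, divided into mitochondrial ribosomal RNA and all other genes. Right, mitochondrial mRNA as a percentage of counts outside mitochondrial ribosomal RNA, with control libraries in grey and mutant libraries in red; mutant 3 and mutant 4 stand highest at 12.6% and 16.6%.

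The first question was whether transcripts of Esr1 or of Nkx2-1 differed in marrow. Esr1 (Entrez 13982) was detected in all 8 libraries, with 20 to 85 counts each. Its normalized count was 3.09 ± 1.10 CPM in controls and 2.39 ± 0.497 CPM in mutants (SD, n = 4 each). The log2 fold change was -0.36 (SE 0.41), and the edgeR adjusted p was 0.777. Counts were per gene, so deletion of a single exon in a few cells was not measurable. Nkx2-1 (Entrez 21869) had 1 count in all libraries together, in control 4, and was not detectable at this depth. An exact permutation test of its CPM gave p = 1.0, an outcome that 1 count fixes in advance. Counts of Nkx2-1 do not measure the Cre transgene or past recombination. The study reported that the change in bone did not go with ectopic Cre in the femur. Sex was checked with X- and Y-linked genes. Xist ranged from 1135 to 2971 CPM of all counts over the 8 libraries. Ddx3y, Eif2s3y and Kdm5d had 0 counts in every library, which allows at most 0.0828 to 0.201 CPM depending on the library. Uty had 13 counts in control 4, 1 count in mutant 4 and 0 elsewhere.

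Genotypes were then compared over all 13168 genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 genes passed an adjusted p of 0.05, of which 14 were higher and 2 lower in mutant marrow. An unadjusted p below 0.05 was found for 1555 genes, where 658 would be called by chance. Among tested genes, 670 (5.09%) had no overlap between genotypes, where chance gives 2.86%. The choice of test moved the count most. DESeq2, the test named by the study, called 130 genes, 98 higher and 32 lower, and these included all 16 genes of edgeR. Of the 130, 122 were tested in edgeR, all with the same direction and an unadjusted p below 0.05, and 22 had an edgeR adjusted p below 0.1. The larger DESeq2 count has a measured limit, since 3 of the 35 splits of the 8 libraries, the split by genotype included, gave at least as many DESeq2 calls. For edgeR the split by genotype was the only such split, and the other 34 splits gave 0 genes, with up to 2018 genes at an unadjusted p below 0.05. The edgeR count was also sensitive to single libraries, from 5 genes without control 2 or without control 4 to 40 genes without mutant 1. Animal numbers fall into 2 series. The lower series alone, with 3 animals of each genotype, gave 3 genes, all among the 16, and a term for the series gave 18. The upper series has 1 animal of each genotype, too few for a test. With a term for the mitochondrial mRNA share, chosen after the data were seen, 2 genes passed. With the share alone and no genotype, 922 genes passed, 4 of the 16 among them. The share overlaps between genotypes only through mutant 1, so these fits cannot tell its effect from that of genotype.

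**Figure D2:**
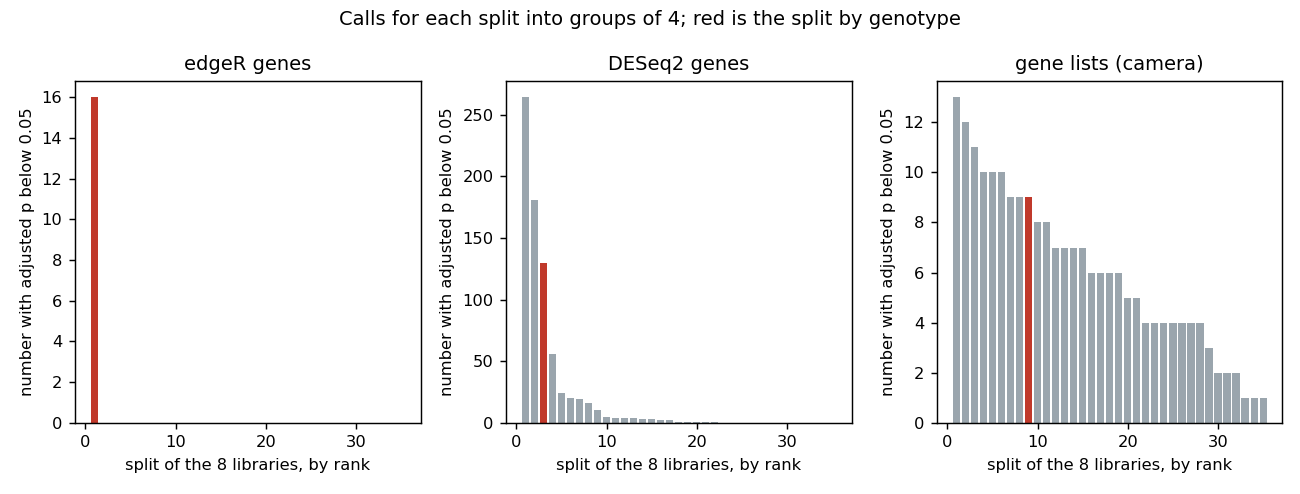
Number of genes or gene lists with an adjusted p below 0.05 for each of the 35 splits of the 8 libraries into groups of 4, ranked by that number, for edgeR, DESeq2 and camera. The split by genotype is red; it gave 16 edgeR genes, 130 DESeq2 genes and 9 lists, and wrong splits reached 0, 264 and 13.

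Several of the 16 genes rose from near absence. Fyb2 (Entrez 242594) was at or under the floor of 3 counts in all 4 controls. It reached 3.56 ± 1.74 CPM in mutants (SD, n = 4), with an edgeR adjusted p of 0.00173. On TMM-scaled library sizes, 3 counts were at most 0.163 CPM in a control, in control 4. The mutant mean of Fyb2 was 21.9-fold this value, a lower bound of the rise. A2m (Entrez 232345) was likewise at or under 3 counts in controls. It reached 2.44 ± 1.37 CPM in mutants, 14.97-fold the same value of control 4, with an edgeR adjusted p of 0.0302. Sfrp2 (Entrez 20319) was at the floor in 3 of 4 controls and averaged 3.78 ± 2.19 CPM in mutants (adjusted p 0.0372). Acp1 (Entrez 11431) rose from 12.6 ± 3.73 to 56.8 ± 8.94 CPM, a log2 fold change of 2.17 (SE 0.25, adjusted p 0.00173). Siglech (Entrez 233274) rose from 29.5 ± 5.95 to 106.5 ± 38.5 CPM, a log2 fold change of 1.85 (SE 0.25, adjusted p 0.0088). Pi15 (Entrez 94227) rose from 2.04 ± 1.10 to 17.0 ± 9.79 CPM, a log2 fold change of 3.05 (SE 0.47, adjusted p 0.0215). All values are means ± SD of 4 libraries per genotype.

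The remaining genes with the smallest adjusted p in the upward direction were mostly members of interferon-induced families. Ifit1 (Entrez 15957) rose from 6.27 ± 2.47 to 30.5 ± 7.12 CPM, with a log2 fold change of 2.28 (SE 0.29, edgeR adjusted p 0.0051). The log2 fold change was 3.52 (SE 0.53, adjusted p 0.0187) for Gbp10, 2.0 (SE 0.34, adjusted p 0.0372) for Oas2 and 1.26 (SE 0.22, adjusted p 0.0372) for Slfn4. Reads of the Gbp, Oas and Slfn families can be divided among close paralogs, so the assignment to single members is uncertain. Calcoco1, named after its values were seen because it is the only called gene outside the naming rule and the list of the study, had a log2 fold change of 1.16 (SE 0.21, adjusted p 0.0436). In the downward direction, Vpreb1 (Entrez 22362) fell from 22.001 ± 8.25 to 4.16 ± 2.15 CPM, a log2 fold change of -2.39 (SE 0.41, adjusted p 0.0372). Ly6d (Entrez 17068) fell from 44.6 ± 10.9 to 17.6 ± 4.02 CPM, a log2 fold change of -1.34 (SE 0.23, adjusted p 0.0372). Vpreb1 can share reads with Vpreb2. For each of these genes the 4 mutant libraries did not overlap the 4 controls. When each library was left out in turn, Fyb2, Acp1 and Ifit1 stayed below 0.05 in all 8 fits. Siglech did so in 7 and lost the call without control 4, at an adjusted p of 0.0571. Pi15 did so in 6 and lost it without control 1 (0.0926) and without control 4 (0.0571). A2m, Sfrp2 and Gbp10 held in 4 fits, Vpreb1 in 3, and Oas2, Slfn4 and Ly6d in 2, with highest adjusted p from 0.112 for Gbp10 to 0.207 for Ly6d. When trends on transcript length and GC were removed, 4 of the 16 genes lost the call, namely Ly6d, with a log2 fold change of -0.82 (adjusted p 0.213), Bmpr1a (0.145), Slfn4 (0.0667) and Calcoco1 (0.0606).

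**Figure D3:**
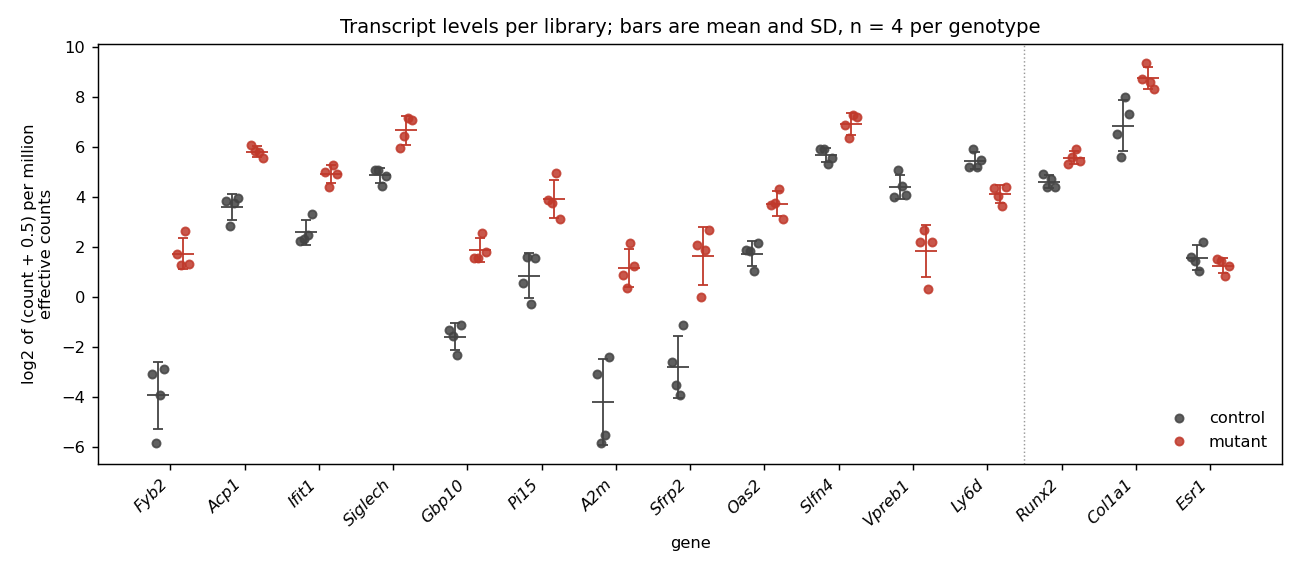
Transcript level per library on a log2 scale, as (count + 0.5) scaled to CPM of the effective library size, for the genes with the smallest adjusted p and, right of the dotted line, Runx2, Col1a1 and Esr1. Points are libraries (control grey, mutant red), bars are mean and SD of 4; Esr1 overlaps between genotypes.

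The study names 24 marrow or bone transcripts, part of them for their change in these same libraries. Of these, 20 passed the filter and 18 of the 20 were higher in mutant marrow. In edgeR 9 passed an adjusted p of 0.05 over all genes tested, and 15 passed when adjusted over the list alone, which is not independent evidence because the study chose part of the list on these samples. DESeq2 called 15 over all genes.

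Among the osteoblast and osteoclast transcripts, 7 were tested and all 7 were higher, but 0 passed an adjusted p of 0.05 in edgeR, where 2 had an unadjusted p below 0.05, while DESeq2 called 2 of them, Runx2 and Col1a1. Runx2 rose from 24.6 ± 4.42 to 48.0 ± 9.23 CPM (SD, n = 4), with a log2 fold change of 0.96 (SE 0.21). Its adjusted p was 0.132 in edgeR and 0.00756 in DESeq2. Col1a1 rose from 138 ± 88.8 to 445 ± 146 CPM, with a log2 fold change of 1.69 (SE 0.41). Its adjusted p was 0.192 in edgeR and 0.00542 in DESeq2. Both genes had no overlap between genotypes. Without control 3 the edgeR adjusted p of Col1a1 was 0.0417, and Runx2 passed in none of the 8 fits that left out a library. Sp7, Bglap, Tnfsf11, Tnfrsf11a and Ctsk overlapped between genotypes, with edgeR adjusted p from 0.484 for Sp7 to 0.823 for Ctsk. Bglap shares reads with a close paralog. Wnt10b was under the filter and lower in mutants, at 0.107 ± 0.102 against 0.772 ± 0.882 CPM, with a DESeq2 adjusted p of 0.288; the control mean rested on control 3, with 47 counts. Sost had 8 counts in all, in mutant 1 and mutant 4, too few for a comparison. The study quantified such transcripts by qPCR in flushed marrow and in bone chips, from more animals than were sequenced. It reported Sp7, Wnt10b, Bglap, Sost and osteoclast markers as raised in mutant bone. Runx2 was reported as unchanged in bone chips and modestly higher in marrow. The marrow libraries are a different measure and do not test the values in bone.

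The 7 interferon transcripts named by the study were all named for their change in these same libraries, so they are not independent evidence. Of these 7, 6 were tested, 6 were higher and 5 passed in edgeR. Besides Ifit1, Gbp10 and Oas2 these were Oas3, with a log2 fold change of 1.49 (SE 0.26, adjusted p 0.0372), and Gbp4, with 2.10 (SE 0.36, adjusted p 0.0372). Itga11 missed the threshold in edgeR, with a log2 fold change of 2.79 (SE 0.52, adjusted p 0.0596), and passed in DESeq2 at 0.000125. Gbp6 was under the edgeR filter at 0.243 ± 0.131 and 0.519 ± 0.0992 CPM, with a DESeq2 adjusted p of 0.68. Of the other transcripts, Bmpr1a rose by 1.41 on the log2 scale (SE 0.25, adjusted p 0.0372). With each library left out in turn, Oas3 and Gbp4 stayed below 0.05 in 3 of 8 fits and Bmpr1a in 2, and the adjusted p was highest without control 2, at 0.196 for Oas3, 0.196 for Gbp4 and 0.186 for Bmpr1a. Ibsp, Col2a1 and Postn had no overlap between genotypes and missed the threshold in edgeR, with log2 fold changes of 1.75, 1.93 and 1.70 and adjusted p of 0.0547, 0.0898 and 0.116. DESeq2 on all 8 libraries called each of them, with adjusted p of 0.000267 for Ibsp, 0.000258 for Col2a1 and 0.00138 for Postn. The calls thus depended on the test and, within edgeR, on single libraries. The edgeR adjusted p was 0.0311 for Ibsp without mutant 2, 0.0497 for Col2a1 without mutant 1 and 0.0225 for Postn without control 4. Itga11 likewise passed without mutant 1 (0.0397) or mutant 4 (0.026). Sox9 had 9 counts in all libraries together and was not comparable.

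Gene lists asked whether transcripts of a lineage or pathway moved together. They were written after the results of the study on these same libraries had been read, so they are not independent of them. Camera with a preset correlation of 0.01 called 9 of 19 lists at an adjusted p of 0.05. Only 3 of these were also called by fry and by camera with an estimated correlation, namely interferon response, chondrocyte and the interferon transcripts named by the study, which share 5 tested genes with the interferon list. The preset test also gave at least 9 lists in 9 of the 35 splits, so its calls alone do not separate the genotypes from other splits, whereas fry called 3 lists for the split by genotype and 0 for the other 34 splits.

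The interferon response list rose by a median log2 fold change of 0.98, with 29 of 32 genes higher (camera adjusted p 1.12e-27, fry adjusted p 0.00487). Its mean log2 CPM per library was 3.33 ± 0.153 in controls and 4.39 ± 0.316 in mutants, with no overlap (SD, n = 4 each, exact permutation p = 0.0286, the smallest the design allows). The chondrocyte list rose by a median of 1.36 with 4 of 4 tested genes higher (camera adjusted p 2.87e-05, fry adjusted p 0.00487), though only 4 of its 13 genes passed the filter and none passed the threshold singly. The list of 6 tested interferon transcripts named by the study had a median of 2.19 (camera adjusted p 3.55e-24, fry adjusted p 0.00327).

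The osteoblast list had 17 of 18 genes higher and a median log2 fold change of 1.09. Camera gave an adjusted p of 3.39e-14, but fry gave 0.0508 and camera with an estimated correlation 0.101. Its mean log2 CPM was 2.43 ± 0.638 in controls and 3.57 ± 0.342 in mutants (SD, n = 4 each), and control 3, at 3.13, lay above mutant 4, at 3.07 (exact permutation p = 0.0571). The osteoblast and osteoclast transcripts named by the study had a median of 0.92 (camera adjusted p 1.73e-05, fry adjusted p 0.0543), but 4 of the 7 tested are also in the osteoblast list, so this is not separate support. The other lists called by camera alone were BMP signaling (median 0.32, camera adjusted p 0.0238, fry 0.0903), plasmacytoid dendritic cells (median 0.52, camera 0.00198, fry 0.0543), B-cell precursors (median -0.40, camera 4.52e-09, fry 0.134) and short respiratory-chain transcripts (median -0.91, camera 2.47e-17, fry 0.107). With library totals the BMP median was -0.12, while the median of all genes moved from 0.0174 to -0.29. Camera still called the BMP list higher there (adjusted p 0.00181). Bmpr1a and Sfrp2 were the 2 genes of the BMP list that passed singly, and Id1 and Id3 moved the other way, with log2 fold changes of -1.49 and -1.12 (edgeR adjusted p 0.289 and 0.255).

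The remaining 10 lists did not pass under camera. Their median log2 fold changes were 0.35 for osteoclasts, -0.03 for marrow stroma, -0.02 for mature B cells, 0.15 for erythroid cells, 0.08 for neutrophils, 0.22 for megakaryocytes, 0.36 for monocytes and macrophages, 0.53 for T and NK cells, 0.01 for the cell cycle and 0.45 for nuclear-retained RNA.

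**Figure D4:**
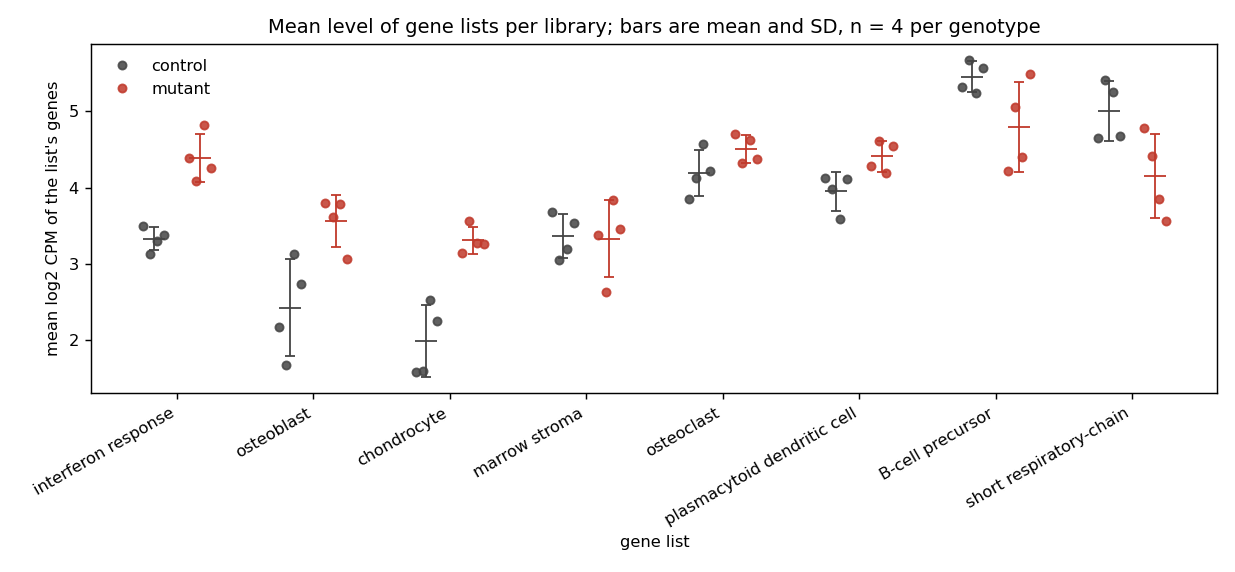
Mean log2 CPM of the tested genes of 8 lists in each library (control grey, mutant red), with mean and SD of 4. The interferon response values of the 2 genotypes are separate, the osteoblast values overlap at control 3 and mutant 4, and marrow stroma does not differ.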

Values the study reported

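Marrow for sequencing came from femurs of females of both genotypes at 4.5 weeks of age, per the study. Between 10 and 50 ng of RNA went into each amplification. Genes counted as changed where DESeq2 gave an adjusted p under 0.05.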

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

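Dixon's test was applied to the highest and lowest library of each genotype over library measures, named genes and gene list means, 112 groups of 4 in all. At Dixon's 95% critical value, 4 groups stood out, where chance gives 5.6. That is no more than chance would give. The test of mitochondrial RNA in mutant 3 was chosen after its share was seen.

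Control 2 held 36.2 M counts, against 14.96 to 17.9 M in the other controls (ratio of gap to range 0.863). It also had the highest haemoglobin share among controls, 1.88% of counts outside mitochondrial ribosomal RNA against 0.841% to 0.916% (ratio 0.928), and the highest mean for T and NK cell transcripts, 2.22 against 1.61 to 1.71 on the log2 CPM scale (ratio 0.8292). A deeper library, a different admixture of blood and counts from near-identical haemoglobin copies are all possible explanations, and none was tested on its own. Leaving control 2 out reduced the genes called by edgeR from 16 to 5, and all 5 were among the 16. The count also fell to 5 without control 4, 6 without control 1 and 9 without control 3. The fall is thus not particular to control 2.

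Mutant 3 had the highest mean of nuclear-retained RNA, 8.80 against 7.77 to 7.91 in the other mutants (ratio 0.862). The same library had 70.2% mitochondrial ribosomal RNA and the fewest counts outside it, 9.06 M. Its odds of mitochondrial ribosomal RNA were 6.97-fold those of the median of the other 7 libraries, whereas mitochondrial mRNA over other counts was 2.33-fold. A rise of every kind of mitochondrial RNA by a common factor may be argued against by that gap, but a single library decides nothing. RNA quality, the efficiency of rRNA removal and a true difference of this animal cannot be told apart here. No biological explanation was tested. Without mutant 3 edgeR called 9 genes, all among the 16.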

How the results depend on the processing

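The fits on the 18xx series alone, with offsets (camera and fry alike), on the recovered reads and with the mitochondrial mRNA share were chosen after the data were seen. No paired analysis was possible because the labels carry no number shared between genotypes, and the replicate numbers used here follow accession order only. The 15 named genes past the threshold kept their direction in every alternative that tested them. The number of calls was less stable.

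From 16 genes, DESeq2 gave 130, on the raw counts and on the recovered reads alike. Library totals without scaling factors gave 7 genes, 4 higher and 3 lower, with 5 among the 16. They moved the median log2 fold change of all genes from 0.0174 to -0.29. The share of higher calls fell from 87.5% to 57.1%. Limma on the deposited table gave 5. The 18xx series alone, 3 animals of each genotype, gave 3, a smaller sample; the 19xx series has 1 animal of each genotype and allows no test. A term for the series gave 18. A term for the mitochondrial mRNA share gave 2. Leaving out single libraries gave from 5 to 40 genes: 6, 5, 9 and 5 without control 1 to 4, and 40, 23, 9 and 14 without mutant 1 to 4. Between 4 and 16 of these were among the 16. The cause was not tested, apart from the smaller samples. The older dispersion gave 13, voom with quality weights 20, no filter 24, length and GC offsets 12 and a threshold of 0.1 gave 22, all within 1.5 times of 16, as were the other filters and scalings.

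Of the transcripts named by the study, 9 passed. That became 15 in DESeq2 and on the recovered reads, 2 with library totals, 1 with limma on the deposited table, 1 in the 18xx series alone and 0 with the mitochondrial mRNA share term, where 492 genes had an unadjusted p below 0.05. It ranged from 1 without control 2 to 11 without mutant 1. Runx2 passed in 2 of 26 alternatives, both of them DESeq2 on equal counts, raw and recovered, and thus 1 result. Col1a1 passed in 3 of 26, the same 2 and the fit without control 3. The adjusted p ranged from 0.00756 to 0.9996 for Runx2 and from 0.00542 to 0.9996 for Col1a1. Ctsk changed sign with library totals (-0.26) and ranged from -0.0187 without mutant 3 to 1.08 without control 3. The cause was not tested. Esr1 stayed lower and above 0.05 in all 25 alternatives.

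Of 9 lists called by camera, 3 remained under fry and 3 under an estimated correlation. The osteoblast list, with a median of 1.09, lost its call under both, at adjusted p of 0.0508 and 0.101; the allowance for correlated genes differs, and the cause was not tested further. Fry with length and GC offsets called 5 lists, among them osteoblasts and plasmacytoid dendritic cells, both at an adjusted p of 0.0389, besides interferon response, chondrocyte and the interferon transcripts named by the study. The osteoblast result under fry thus lies on either side of the threshold depending on the offsets. Leaving out a library gave 8 to 10 lists of 20, skeletal muscle being tested only there and not called. The interferon response and chondrocyte lists passed in all 16 alternatives. The osteoblast list passed in 14 of 16. The BMP list passed in 8 of 16 and lost its call without control 1, mutant 1, mutant 3 or mutant 4 (adjusted p 0.0722, 0.105, 0.0571 and 0.0546). With library totals it kept its call as higher (camera adjusted p 0.00181). Its median was -0.12 there, above the median of all genes at -0.29. Without the genes that passed singly, 7 lists passed and BMP signaling did not.

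Lists near 0 changed direction. Library totals moved the median of all genes from 0.0174 to -0.29 and carried lists near 0 along. With library totals the medians were -0.17 for erythroid, -0.32 for megakaryocyte and -0.26 for cell cycle. With length and GC offsets they were 0.19 for mature B cells, under camera and under fry, and 0.00544 for the cell cycle under camera. Over the 8 fits that left out a library, medians ran from -0.30 to 0.10 for marrow stroma, -0.26 to 0.52 for megakaryocyte, -0.10 to 0.0768 for cell cycle, -0.36 to 0.14 for mature B cells, 0.0206 to 0.33 for erythroid and -0.17 to 0.14 for neutrophils. Direction was read from the test, which can differ from the sign of the median. None of the values that changed direction passed 0.05. Some lists not called otherwise did pass: erythroid (0.000587) and mature B cells (0.0267) without mutant 4, monocytes and macrophages without control 4 (0.0275) and with offsets (0.0249), and neutrophils with offsets (0.000124). Over all settings, 105 values of single named genes became weaker and 29 stronger, and 21 of single lists weaker and 5 stronger. The DESeq2 fits on raw counts and on recovered reads, which are equal, count separately among the gene values. Apart from the shift with library totals, the cause was not tested.

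Depth limits Fyb2 and A2m to lower bounds of their change, and leaves Nkx2-1, Sost and Sox9 without a comparison.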

Other observations

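Tests chosen or altered only after results were seen were those of the plasmacytoid dendritic cell list, the muscle list, the gap to stroma, the remaining B-cell precursor markers, the control range of Runx2, the length and GC tests of single lists, the splits for single lists, the split by mitochondrial mRNA share, the fit on that share alone, the splits with the share as a term, fry with offsets, and the share term for that share, which was chosen after this split had been seen. The list of estrogen-responsive transcripts was chosen after Greb1 and the neighbors of Acp1 after Acp1 had been seen, both before the values they measure were looked at. Where a test was altered, both versions are given.

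Chance was examined by refitting all 35 splits of the 8 libraries into groups of 4. As many edgeR genes as for genotype were found in 1 of the 35 splits, the split by genotype itself. The same was true of fry lists (1 of 35) and of the camera p of the interferon response list (1 of 35). As many DESeq2 genes were found in 3 of 35, as many camera lists in 9 of 35, and as small a camera p for the osteoblast list in 2 of 35. In DESeq2, 21 of the 34 wrong splits called at least 1 gene. Among results of the marrow comparison, the edgeR genes thus stand apart from other splits, while the DESeq2 count and the osteoblast list do not. The interferon list stands apart too, but it was written after the results of the study on these libraries had been read. It shares 5 tested genes with those named for their change in them. Its rank is therefore partly fixed in advance, and the splits were not refitted without the shared genes. For the split by genotype, the list without these 5 had 24 of 27 genes higher, with a median log2 fold change of 0.89. Its camera p was 1.64e-17, while the smallest camera p of the full list in a wrong split was 2.77e-13. The shared genes alone thus do not account for the small p, but the other genes were also listed after that reading.

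The wrong split with the highest DESeq2 count, 264 genes, put control 4, mutant 2, mutant 3 and mutant 4 on one side, which is also the split by mitochondrial mRNA share. It shared 14 genes with the 130 called for genotype and 0 with the 16 of edgeR, and edgeR called 0 genes in it, with 2018 at an unadjusted p below 0.05. Mitochondrial mRNA was higher in 10 of 11 tested genes in mutants, with a median log2 fold change of 1.55, and 5 of these were DESeq2 calls and 0 edgeR calls, with 9 at an unadjusted p below 0.05 in edgeR. When the share was made a term of the edgeR model, 2 of the 16 genes stayed past the threshold (Acp1 and Fyb2), the outcome that had been stated before this fit was run as pointing to the share as a cause. All 16 kept their direction, and the median absolute log2 fold change went from 2.14 to 1.87 while the median SE went from 0.32 to 0.39. With that term as many genes were found in 3 of the 35 splits, so the 2 genes do not set genotype apart. The share alone, as a number and without genotype, called 922 genes in edgeR, 4 of the 16 among them, and 13 of the 16 had an unadjusted p below 0.05. The share was higher in most mutants, but mutant 1, at 4.99%, lay below control 1 (5.82%) and control 4 (6.51%). Share and genotype thus go together in most of these 8 animals. An effect of genotype and one of whatever sets the share, such as RNA quality or cell composition, therefore cannot be told apart by these tests. This holds for edgeR and for DESeq2.

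A pull of dominant transcripts on the TMM scaling, and trends on length and GC, were argued against for the edgeR calls as a set. After removal of mitochondrial, haemoglobin and the 20 most counted transcripts before scaling, all 16 genes stayed past the threshold. That removal does not test RNA quality or cell composition. With library totals in place of TMM, 5 of the 16 stayed. With trends on length and GC removed, 12 of 16 did, and Ly6d, Bmpr1a, Slfn4 and Calcoco1 did not. With these offsets the interferon response list kept a camera p of 1.52e-32 (fry p 0.000713) and the osteoblast list 2.75e-16 (fry p 0.0102, adjusted 0.0389 against 0.0508 without offsets). The short respiratory-chain list kept a camera p of 1.8e-05, but its median shrank from -0.91 to -0.45 and its fry p was 0.131, so a length or GC bias stays open for it and may carry part of the shift.

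Runx2 is used by plasmacytoid dendritic cells as well as by osteoblasts, and Siglech, a marker of the former, was called. A candidate explanation for the rise of Runx2 is a larger share of these cells. A second list of their markers, without Runx2 and Siglech, had 12 of 15 genes past the filter and a median log2 fold change of 0.44, with 9 of 12 genes higher. The list was first tested with camera, at a camera p of 0.00221. With fry, chosen afterwards, the fry p was 0.0385, and 3 of the 35 splits gave as small a fry p, so the question stays open. Abundant markers of the first and second list moved little. The log2 fold change was 0.18 for Tcf4 at 101 CPM, 0.01 for Spib at 103 CPM and -0.01 for Atp1b1 at 140 CPM. B cells and other marrow cells also express these genes, which would hide a small share. Osteoblast-lineage RNA may also be the only source of Runx2. In the controls Runx2 varied 1.44-fold between the highest and lowest library, Bglap 2.58-fold, Ibsp 3.25-fold and Col1a1 5.23-fold, a difference that decides nothing with 4 animals, so this stays open. A first version of this test used Sp7 (21.6-fold) in place of Bglap, but the lowest control had 2 counts of Sp7, under the floor.

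The rise of osteoblast transcripts might come from tissue carried along when the marrow was flushed. The skeletal muscle list was planned as a list test but had only 2 genes past the filter. In the 8 fits that left out a library, 4 to 6 of its genes were tested, with medians from -0.53 without mutant 1 to 0.99 without control 2, and 0 of the 8 passed, adjusted or unadjusted (lowest camera p 0.0735). The summed normalized counts of its 13 genes were 7.44 ± 1.21 CPM in controls and 10.4 ± 6.96 CPM in mutants (SD, n = 4 each, exact permutation p = 0.657), a ratio of means of 1.39 that rested on mutant 1 at 20.4 CPM. Without mutant 1 the ratio was 0.941, and the ratio of medians, computed afterwards, was 1.06. These ratios, the first version of the test, decide nothing. Set against the osteoblast list instead, the muscle transcripts rose by 2.91 CPM, 0.00477 of the rise in the summed counts of the 22 osteoblast genes, from 438 ± 271 to 1049 ± 231 CPM (SD, n = 4 each, exact permutation p = 0.0571). Even the highest mutant library exceeded the lowest control by only 14.7 CPM of muscle transcripts. Muscle holds more contractile than collagen transcripts, so muscle as the source of the rise is argued against. Bone surface carried over with marrow was not tested and stays open, as does a true increase of osteoblast-lineage cells in mutants. Whether stroma rose too was first judged by which lists passed, and marrow stroma did not (median -0.03). The difference between osteoblast and stroma means per library, chosen afterwards, gave an exact permutation p = 0.0571, so a general rise of bone and stromal cells cannot be excluded with these 4 and 4 animals.

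Acp1 had the smallest adjusted p together with Fyb2. A gain of the whole chromosome region is argued against by its 10 nearest tested genes. Their log2 fold changes ran from -0.81 for Adi1 (unadjusted edgeR p 0.0121) to 0.81 for Sh3yl1 (unadjusted edgeR p 0.0138). The median was 0.0083, against 2.17 for Acp1. A gain limited to Acp1 and Sh3yl1 was not tested and stays open. A strain variant linked to the transgene on this mixed background was not tested and may remain a source of the change.

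Vpreb1 and Ly6d mark early B-lineage cells, and fewer B-cell precursors is a candidate explanation for their fall. The other 16 markers had a median log2 fold change of -0.36, with 3 of 16 higher. The camera p was 6.15e-06 and the fry p, chosen afterwards, 0.15. Dntt, Igll1 and Vpreb3 fell by 0.92, 0.99 and 0.96 on the log2 scale, with edgeR adjusted p of 0.177, 0.259 and 0.291, whereas Rag2 (0.10) and Cd79a (0.02) did not fall. With trends on length and GC removed, Ly6d shrank from -1.34 to -0.82 and lost its call (adjusted p 0.213), while Vpreb1 kept it at -1.95 (adjusted p 0.0419), so a length or GC bias stays open for Ly6d. A loss limited to a stage of B-cell development stays open as well.

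Greb1, an estrogen-responsive transcript singled out after its values were seen, had 22, 9, 53 and 40 counts in the 4 mutants and 1, 0, 0 and 6 in the controls. It was under the edgeR filter, and its DESeq2 adjusted p was 0.00848. Pgr had an edgeR log2 fold change of 3.14 (SE 0.93, adjusted p 0.249). Raised estrogen signaling in marrow is a possible explanation. The 10 other estrogen-responsive transcripts tested, Pgr among them, had a median log2 fold change of 0.0463, with members in both directions. The list test gave a camera p of 0.192 and a fry p of 0.174, which decides nothing. The study reported no significant change of circulating estradiol or testosterone in juvenile mutant females. It inferred that raised circulating estradiol is not the primary driver of the bone phenotype. These blood levels give no sign of raised estradiol, but they do not measure signaling within marrow.

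The 13 counts of Uty in control 4, with 0 counts of Ddx3y, Eif2s3y and Kdm5d, are reported without an explanation.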
